# SAMHD1 expression modulates innate immune activation and correlates with ovarian cancer prognosis

**DOI:** 10.3389/fimmu.2023.1112761

**Published:** 2023-02-09

**Authors:** Lucía Gutiérrez-Chamorro, Eudald Felip, Adrià Bernat-Peguera, Ifeanyi Jude Ezeonwumelu, Iris Teruel, Anna Martínez-Cardús, Bonaventura Clotet, Eva Riveira-Muñoz, Margarita Romeo, Mireia Margelí, Ester Ballana

**Keywords:** SAMHD1, ovarian cancer, RLR (RIG-I like receptors), interferon, inflammation

## Abstract

**Purpose:**

SAMHD1 is a deoxynucleotide triphosphate (dNTP) triphosphohydrolase which has been proposed as a putative prognostic factor in haematological cancers and certain solid tumours, although with controversial data. Here, we evaluate SAMHD1 function in ovarian cancer, both *in vitro* and in ovarian cancer patients.

**Methods:**

SAMHD1 expression was downregulated in ovarian cancer cell lines OVCAR3 and SKOV3 by RNA interference. Gene and protein expression changes in immune signalling pathways were assessed. SAMHD1 expression in ovarian cancer patients was evaluated by immunohistochemistry and survival analysis was performed according to SAMHD1 expression.

**Results:**

SAMHD1 knockdown induced a significant upregulation of proinflammatory cytokines concomitant to increased expression of the main RNA-sensors, MDA5 and RIG-I, and interferon-stimulated genes, supporting the idea that the absence of SAMHD1 promotes innate immune activation *in vitro*. To assess the contribution of SAMHD1 in ovarian cancer patients, tumours were stratified in SAMHD1-low and SAMHD1-high expressing tumours, resulting in significantly shorter progression free survival (PFS) and overall survival (OS) in SAMHD1-high expression subgroup (*p*=0.01 and 0.04, respectively).

**Conclusions:**

SAMHD1 depletion correlates with increased innate immune cell signalling in ovarian cancer cells. In clinical samples, SAMHD1-low expressing tumors showed increased progression free survival and overall survival irrespective of BRCA mutation status. These results point towards SAMHD1 modulation as a new therapeutic strategy, able to enhance innate immune activation directly in tumour cells, leading to improved prognosis in ovarian cancer.

## Introduction

Ovarian cancer is the most lethal gynaecologic cancer and long term outcomes are still unsatisfactory, irrespectively of the advent of new treatment strategies (1). At present, it is clear that genetic alterations such as mutations in *BRCA1* and *BRCA2* tumour suppressor genes and other alterations in DNA repair machinery influence ovarian cancer development in a significant proportion of cases (2). In this context, the introduction of poly (ADP-ribose) polymerase inhibitors (PARPi) represented an important therapeutic step forward particularly, but not only, for BRCA mutated ovarian cancer patients (3). Furthermore, the function of the immune system has become a matter of extensive research in ovarian cancer, prompting the development of different immunotherapeutic approaches as putative effective treatments for ovarian cancer. Immunotherapy in ovarian cancers aims at the stimulation of antigen-presenting cells, the induction of antitumor immunity and the attenuation of immunosuppressive microenvironment, albeit with inconsistent results in clinical trials (4). At the same time, new insights on the complex interaction between the immune system and tumour cells in the tumour microenvironment (TME) have emerged, suggesting that ovarian cancer initiation and development as well as immune infiltration into the tumour may be influenced by a complex chemokine-signalling network (5, 6). However, the factors leading to this anti-tumor immune activation are still under investigation. Some recent works show that damaged cancer cells can induce anti-tumoral innate immunity by releasing nucleic acids that are detected by nucleic acid-sensing receptors (7). In addition, it has also been described that cytosolic DNA sensing and subsequent stimulation of innate immunity might represent a relevant pathway in anti-tumoral immune response through type I interferon (IFN) production (8). Thus, a better understanding of nucleic acid sensing pathways, including upstream and downstream regulators, is key for a better understanding of ovarian cancer immunity, the identification of novel putative therapeutic targets and the development of new potential therapeutic approaches.

SAMHD1 (sterile alpha motif and histidine/aspartic acid domain-containing protein 1) is a cellular deoxynucleotide (dNTP) triphosphohydrolase that has been recently linked to tumour initiation and development, although with controversial findings, either being recognized as a tumour suppressor in haematological cancers (9, 10) or tumour promoting in several solid tumours, including ovarian cancer (11). On the other hand, mutations in SAMHD1 are linked to a severe congenital autoinflammatory disease known as Aicardi–Goutières syndrome (AGS) characterized by a dysregulated interferon (IFN) signalling due to defects in self and nonself nucleic acids recognition (12). Indeed, SAMHD1 has been recently proposed as a key regulator of cellular RNA homeostasis, demonstrating a relevant role in the recognition and buffering of immunogenic self RNAs, a process that regulates innate immune responses (13–15). Moreover, SAMHD1 has also been linked to DNA damage response, suggesting that it can influence anticancer therapy following DNA damage induction (16). Thus, here we evaluated the role of SAMHD1 expression and function in ovarian cancer *in vitro* and in patient cohorts.

## Materials and methods

### Cell lines and generation of *SAMHD1* knock-down cells

Human OVCAR3 cells were obtained from American Type Culture Collection (ATCC) and grown in RPMI 1640 medium supplemented with 10% heat-inactivated fetal bovine serum (FBS; ThermoFisher), 100 U/mL penicillin, 100 μg/mL streptomycin (Life Technologies) and insulin solution human (0.01 mg/mL) (Sigma-Aldrich) and maintained at 37°C in a 5% CO_2_ incubator. Human SKOV3 cells were obtained from ATCC and grown in Gibco™ McCoy’s 5A (Modified) Medium (ThermoFisher) supplemented with 10% of heat-inactivated fetal bovine serum (FBS, ThermoFisher) and antibiotics (100 U/mL penicillin, 100 μg/mL streptomycin (Life Technologies)) and maintained at 37°C in a 5% CO_2_ incubator.

Ovarian cancer cells were transfected following standard procedures. In brief, siRNAs targeting SAMHD1 gene (siSAMHD1, L-013950-01, ON-TARGETplus Human SAMHD1 siRNA Smartpool, Dharmacon, Cultek, Spain) were mixed with Lipofectamine 3000 reagent (ThermoFisher) at a final concentration of 100 nM and let stand for 20 min. Then, lipofectamine-siRNA complexes were mixed with 1.6x10^5^ cells and seeded in 24-well plates in the absence of serum, using OPTIMEM medium (Invitrogen). After 24h, medium with serum was added and left untreated 24h more. 48h after transfection, downregulation of gene expression was assessed at RNA (1x10^5^ cells were used) and protein (8x10^5^ cells were used) level. A non-targeting siRNA (siNT, D-001810-10, ON-TARGETplus Non-targeting Pool, Dharmacon, Cultek) was used as a control for putative off-targets effects in all experiments.

### Generation of SAMHD1 knock-out cell lines

T47D cells were obtained from Sigma-Aldrich-ECACC (European Collection of Authenticated cell cultures, 85102201-1VL) and grown in complete Dulbecco’s modified Eagle’s medium (DMEM, ThermoFischer) supplemented with 10% of heat-inactivated fetal bovine serum (FBS, ThermoFisher) and antibiotics 100 U/ml penicillin, 100 μg/ml streptomycin (Life Technologies) and maintained at 37°C in a 5% CO_2_ incubator. 

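SAMHD1 (NCBI gene 25939) lies on the minus strand of chromosome 20 of GRCh38, from 36890229 to 36951893 in GENCODE release 44. The reference transcript that this annotation selects for the gene runs from 36890229 to 36951708 and has 16 exons, which encode 626 codons. Exon 5 spans 36930760 to 36930875. All of its 116 bases are coding, and they lie in codons 170 to 209. In the direction of transcription, exon 5 reads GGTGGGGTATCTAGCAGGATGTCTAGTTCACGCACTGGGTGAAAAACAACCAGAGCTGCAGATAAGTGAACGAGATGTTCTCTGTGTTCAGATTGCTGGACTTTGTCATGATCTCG. CRISPR-Cas9 cuts DNA at a site chosen by a guide RNA, and repair of the cut can leave insertions or deletions that disrupt the reading frame.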

For generation of *knock-out* (KO) cells, T47D cells were transfected with a plasmid expressing a CRISPR-Cas9 construct designed to disrupt the sequence corresponding to exon 5 of *SAMHD1* gene that encodes for HD domain (CRISPR-SAMHD1), as described previously (11).

### Drugs and *in vitro* treatment

OVCAR3 cells were treated at indicated doses with the corresponding drugs for 24 hours or left untreated as a control. Lipopolisaccaride (LPS) and Polyinosinic–polycytidylic acid (Poly(I:C) were purchased from Sigma-Aldrich (L2630-10MG and P1530-25MG, respectively). Carboplatin was obtained from ThermoFisher (J60433.06).

### RNA-Sequencing and library preparation

Cellular RNA was extracted from cells using the NucleoSpin RNA II kit (Magerey-Nagel), as recommended by the manufacturer, including the DNase I treatment step. RNA-sequencing samples were prepared in biological duplicates. After quality control check, RNA library was constructed using Illumina TruSeq Stranded mRNA LT Sample Prep Kit and sequencing was performed using NovaSeq 6000 System with 150 bp paired ends reads (Macrogen). Sequencing files can be accessed on gene expression omnibus repository (GSE215309).

### Transcriptomic analysis

Transcriptomic analysis was performed as implemented in the computational workflow for the detection of differentially expressed genes and pathways from RNA-seq data (17). Reads were aligned to the human GRCh38 (annotation NCBI_109.20200522) using HISAT2. Low-expression genes with at least one zero counts were filtered out and the remaining reads normalized with Relative Log Expression (RLE) method as implemented in DESeq2 R library. Differential gene expression between the control and treatment groups was estimated with the DESeq2 Wald test. Sequencing files can be accessed on gene expression omnibus repository (GSE215309).

Gene Set Enrichment Analysis (GSEA) was performed on a pre-ranked GSEA list based on Log 2FC values of differentially expressed genes (DEGs: Log2FC > 1, p-value < 0.05), against Molecular Signatures Database (MsigDB v7.4) “Reactome” gene-set. Weighted enrichment statistics were based on 1000 permutations. Significantly enriched gene-sets with FDR adjusted q-value<0.1 were selected for Enrichment map visualization as previously described. Briefly, enrichment files were inputted into the Enrichment Map app within the Cytoscape program for visualization. Parameters were set at default values (node cutoff FDR Q value 0.1; Jaccard Overlap combined coefficient cutoff 0.375, k-constant 0.5). Nodes were manually laid out and combined into a common biological process for clarity using the AutoAnnotate app.

### Human cytokine network array

Total RNA was extracted using the NucleoSpin RNA II kit (Macherey-Nagel), as recommended by the manufacturer, including the DNase I treatment step. Reverse transcription was performed using the PrimeScript™ RT-PCR Kit (Takara) following manufacturer instructions. Cytokine expression was evaluated by using the commercial TaqMan Human Cytokine Network array (4414124, ThermoFisher) which included primers and probes for 28 cytokine network associated genes and 4 endogenous control genes. Relative expression of the distinct cytokine genes was measured by two-step quantitative RT-PCR and normalized to *GAPDH* expression by using the DDCt method.

### Quantitative RT-polymerase chain reaction

Total RNA was extracted and reverse transcribed as above described. mRNA levels of all genes were measured by two-step quantitative RT-PCR and normalized to *GAPDH* mRNA expression using the DDCt method. Primers and DNA probes were TaqMan Gene expression assays from Life Technologies (*DDX58*, TaqMan Hs01061436_m1; *IFIH1*, TaqMan Hs00223420_m1; *MB21D1* TaqMan Hs00403553_m1; *TMEM173* TaqMan Hs00736955_g1; *IL6*, TaqMan Hs00174131_m1; *SAMHD1*, TaqMan Hs00174103_m1; *IL8*, TaqMan Hs00174103_m1; *TNF*, TaqMan Hs00174128_m1; *IL18*, TaqMan Hs01038788_m1; *CXCL10*, TaqMan Hs00171042; *ISG15* TaqMan Hs00192713_m1).

### Western blot analysis

Cells were rinsed in ice-cold phosphate-buffered saline (PBS) and extracts were prepared in lysis buffer (50 mM Tris HCl pH 7.5, 1 mM EDTA, 1 mM EGTA, 1 mM NaV_3_O_4_, 10 mM sodium β-glycerophosphate, 50 mM NaF, 5 mM sodium pyrophosphate, 270 mM sucrose and 1% Triton X-100) supplemented with protease inhibitor cocktail (Roche) and 1 mM phenylmethylsulfonyl fluoride. Samples were electrophoresed in SDS-polyacrylamide gels and blotted onto nitrocellulose membranes. Blocked membranes were incubated overnight at 4°C with the following antibodies: anti-human Hsp90 (1:10000; 610418, BD Biosciences); anti-human GAPDH (1:10000; ab9485, Abcam); anti-SAMHD1 (1:2000; ab67820, Abcam); anti-Cleaved PARP1 (E51) (1:1000; ab32064, Abcam); anti-Cleaved caspase 3 (D175) (5A1E) (1:1000; 9664, Cell Signaling); anti-IRF7 (1:1000; 4920; Cell Signaling); anti-MDA5 (1:1000; 5321; Cell Signaling); anti-RIG-I (1:1000; 3743; Cell Signaling); anti-phosphoSTAT1 (Y701) (1:1000; 9167, Cell Signaling); anti-IFITM2 (1:1000; 13530, Cell Signaling); anti-β-Actin (1:1000; A5441, Sigma). After washing, the membranes were incubated with a secondary conjugated horseradish peroxidase-conjugated secondary antibodies for 1h at room temperature and then revealed with SuperSignal West Pico Chemiluminescent Substrate (Pierce Chemical).

### Patient cohort

A cohort of 22 ovarian cancer patients was collected from the Medical Oncology department of our hospital. Ovarian cancer diagnosis occurred between 1991 and 2018. All patients had been primarily treated with debulking surgery plus platinum-based chemotherapy. The study was conducted under the ethics principles of the Declaration of Helsinki and approved by the Research and Ethics Committee of Hospital Germans Trias i Pujol. Samples were obtained from the Biobank of the Institut d’Investigació Germans Trias i Pujol. All patients provided written informed consent.

*Variables studied:* age at diagnosis, histologic subtype (high grade serous *versus* others), *BRCA* genes status (pathologically mutated *versus* wild type, variants of unknown significance or unknown), SAMHD1 immunochemistry (positivity defined by cellular positivity 25%, as previously performed in AML cancers (11), progression free survival (PFS, defined as the time between first treatment and progression or death, whatever occurs first), overall survival (OS, defined as time from diagnosis to death from any cause).

### Construction of tissue microarrays and immunohistochemistry

TMA were constructed using a TMA workstation MTA-1 (Beecher instruments) and 3 different areas/tumor were selected and included (cylinders of 0.6 mm in diameter of each block of paraffin-embedded tissue). Then, TMA was cut in 5 micrometers sections for subsequent analysis. SAMHD1 expression was evaluated by immunohistochemistry (1:200, polyclonal rabbit anti-SAMHD1 antibody, cat. no. 12586-1-AP, Proteintech) in an automated detection system (Ultraview, Ventana 9 after antigen retrieval), as previously reported (11). Evaluation of SAMHD1 expression in the TMA sections was performed blinded by experienced pathologists and the percentage of SAMHD1 positive tumor cells was recorded. Independent triplicate evaluations were performed for each tumor. Then, tumors were classified as SAMHD1 positive or negative, depending on the percentage of SAMHD1 stained cells, which was arbitrarily defined, being SAMHD1 positive cases those with cellular positivity ≥25%, as previously performed (11). Histopathological unit of Hospital Germans Trias i Pujol performed all the immunohistochemical analyses.

### Statistical analysis

Experimental data were analysed with the PRISM statistical package and expressed as mean ± SD of at least three independent experiments performed in duplicate. *p*-values were calculated using an unpaired, two-tailed, t-student test.

Clinical variables were analysed using the SPSS statistical package. Descriptive statistics were medians and percentages, as appropriate. Correlation of SAMHD1 immunostaining positivity with clinical characteristics was studied with the *Pearson Chi-square test* (2-tailed). Median times for PFS and OS were estimated using the Kaplan–Meier method and reported with their confidence intervals (CI) at the 95% level. Log rank was used to compare Kaplan–Meier Curves. Cox analyses were used to estimate the effect of different variables on survival outcomes (hazard ratios).

## Results

To determine the contribution of SAMHD1 in ovarian cancer, we effectively downregulated SAMHD1 expression in the ovarian cancer cell lines OVCAR3 and SKOV3, leading to a 70-80% reduction in SAMHD1 RNA and protein expression levels (**Figures 1A, B**). We have previously shown that SAMHD1 knockout breast cancer cells presented increased DNA damage and apoptosis, an effect that was enhanced upon platinum-based treatment (11). In SKOV3 and OVCAR3 ovarian cancer cell lines, SAMHD1-depleted cells also showed increased expression of the apoptotic markers, cleaved PARP and cleaved caspase-3 expression, although differences were not statistically significant (**Figure 1B**), indicating the existence of additional mechanisms in contrast to previous data (11).

**Figure 1:**
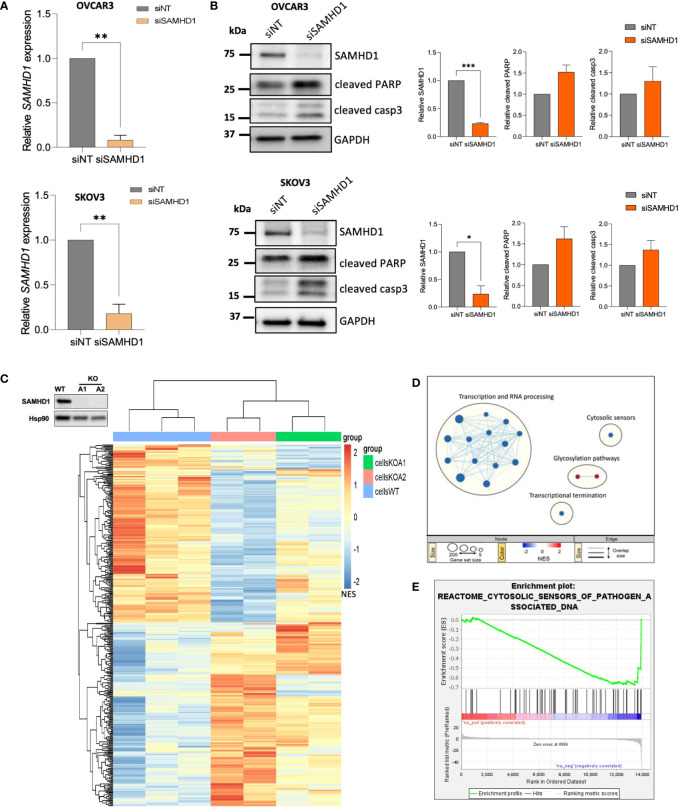
Depletion of SAMHD1 enhances apoptosis and regulates innate immune response. **(A)** Effective SAMHD1 downregulation by RNA interference in ovarian cancer cell lines. siRNAs targeting SAMHD1 gene (siSAMHD1) were transfected into SKOV3 cells (up) and OVCAR-3 cells (bottom). Gene expression was evaluated by RT-qPCR. **(B)** SAMHD1 knockdown induces apoptosis in ovarian cancer cells. Expression of apoptotic markers, cleaved PARP and cleaved Caspase 3 proteins, was measured by western blot in siRNA treated OVCAR3 (upper panel) and SKOV3 (bottom panel) cell lines. Representative western blot (left) and quantification (right) showing specific siRNA-mediated inhibition of SAMHD1 and increased cleaved PARP and cleaved caspase 3 expression. **(C)** Heatmap representation of gene expression changes in SAMHD1-KO and SAMHD1-WT cells. Heatmap was generated by unsupervised hierarchical clustering of significantly expressed genes (normalized enrichment score NES; p < 0.05). **(D)** Reactome Gene set enrichment map of significantly enriched pathways for SAMHD1-KO cells. Reactome Gene set clusters are annotated, and nodes manually laid out for clarity. Node size represents number of genes, node color represents significance (NES), and edge thickness represents number of shared genes. **(E)** Enrichment plot of the reactome cytosolic sensors of pathogen associated DNA geneset. Profile of the running ES Score of this geneset supports downregulation signature of cytosolic sensors and signalling pathways. Significantly down- or up-regulated genes **(C)** and gene sets **(D)** are highlighted in blue or red, respectively. *p<0.05; **p<0.005; ***p<0.0005.

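RNA from T47D cells, an established breast cancer cell line, was sequenced from wild-type (WT) cells and from SAMHD1-KO clones named A1 and A2. WT and clone A1 had 3 libraries each, from experiments numbered 0, 15 and 16, and clone A2 had 2 libraries, from experiments 15 and 16. The methods describe biological duplicates and Figure 1C has 2 columns for clone A1, against the 3 libraries used here. The paper does not say which one it left out, so all 8 libraries were used and each library's value is given for the targeted gene. The authors aligned the reads to GRCh38 with HISAT2 and counted the reads on each gene. They left out genes with a count of 0 in any library, and they deposited the counts of the remaining 13920 genes without normalization. Total counts were 49776850 to 51788664 in WT (median 49823311), 42866727 to 46663585 in clone A1 (median 46501785), and 51968019 and 56877392 in clone A2 (median 54422705). At this depth, 172 to 321 genes per library had fewer than 10 counts. Counts were scaled here by edgeR's TMM method, and groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over all genes. The study used DESeq2's RLE scaling and Wald test, which was run here as an alternative.
SAMHD1 was expressed at 91.1, 93.9 and 94.5 CPM (counts scaled to a library total of 1e6) in WT replicates 1, 2 and 3. It was expressed at 37.0, 12.7 and 11.2 CPM in clone A1 replicates 1, 2 and 3, and at 34.7 and 32.0 CPM in clone A2 replicates 1 and 2. The mean was 93.2 ± 1.8 CPM in WT (SD, n = 3), 20.3 ± 14.5 CPM in clone A1 (SD, n = 3) and 33.3 ± 1.95 CPM in clone A2 (SD, n = 2). Every KO library was below every WT library (two-sided exact permutation test of 5 KO against 3 WT libraries, p = 0.0357, the smallest that these group sizes allow). This test treats the libraries as independent, although the KO libraries come from clones A1 and A2 alone and libraries share experiments. The log2 fold change was -1.87 in both clones together (standard error 0.35, unadjusted p = 0.00034, adjusted p = 0.64 from edgeR's quasi-likelihood test). It was -2.2 in clone A1 (standard error 0.38, adjusted p = 0.87) and -1.48 in clone A2 (standard error 0.42, adjusted p = 0.095) from the same test. The fall in SAMHD1 therefore exceeded the spread between libraries but did not pass the adjustment over all genes. Among 13 alternatives, the value for both clones moved most without clone A1 replicate 3, to -1.68. Without clone A1 replicate 1 it was -2.04, and only there did it pass the adjustment. Counts per gene do not show whether the remaining transcript carries the edit.

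**Figure D1:**
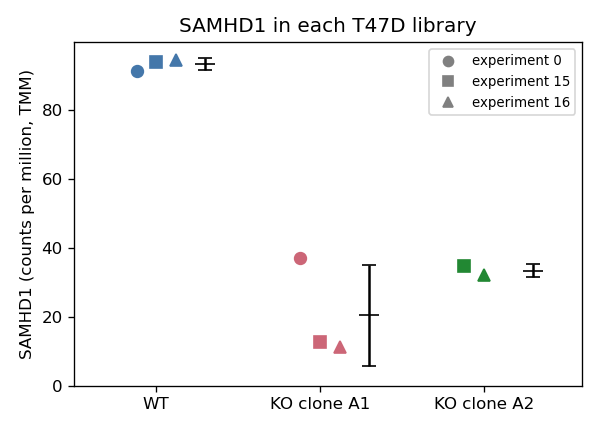
SAMHD1 in CPM (vertical axis) in each T47D library, by group (horizontal axis). Point shapes mark the experiment, and the black marks beside the points give the mean and SD of each group. The WT libraries lie between 91.1 and 94.5 CPM and the KO libraries between 11.2 and 37.0 CPM.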

To investigate the signalling pathways affected by SAMHD1 depletion, we took advantage of SAMHD1-KO breast cancer cell lines, previously developed in our group (11), to perform a whole transcriptome profiling (**Figure 1C**; **Supplementary Figure 1**). 

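The libraries of both SAMHD1-KO clones were pooled as a group and compared with WT. A gene that differed in both clones against WT therefore need not differ in each clone. At the study's threshold (absolute log2 fold change above 1 and unadjusted p under 0.05), 78 of the 13920 genes differed between the pooled clones and WT by edgeR's test, 55 higher and 23 lower. None of them had an adjusted p under 0.05, and 908 genes had an unadjusted p under 0.05. The balance of higher and lower genes at the study's threshold was 58 to 62 for the mean of both clones in the fit of 3 groups, and 65 to 72 in experiments 15 and 16 alone. Leaving out clone A1 replicate 1 moved these counts most, to 214 genes at the study's threshold and 721 genes with an adjusted p under 0.05. Clone A1 alone differed from WT in 54 genes at the study's threshold (35 higher, 19 lower). No gene had an adjusted p under 0.05 there, and 538 had an unadjusted p under 0.05. Without clone A1 replicate 1 these counts were 193 and 79. With the experiment number as a replicate block, 72 genes had an adjusted p under 0.05 in clone A1. Clone A2 differed from WT in 338 genes at the study's threshold (152 higher, 186 lower) and in 319 genes with an adjusted p under 0.05. Of these 319 genes, 12.2% were higher in clone A2. Of the 280 lower genes, 151 lay on chromosome 22, which held 2.29% of tested genes, and 39 on chromosome 19. With the replicate block, 2231 genes had an adjusted p under 0.05 in clone A2, 41.5% of them higher. Chromosome 22 then held 18.4% of the lower genes and chromosome 19 held 22.1%. Leaving out clone A1 replicate 1 gave 2134, and leaving out WT replicate 1, 2 or 3 gave 148, 83 or 101. Clones A2 and A1 differed from each other in 312 genes with an adjusted p under 0.05 (29 higher and 283 lower in clone A2), in 1570 with the replicate block, and in 163 without clone A1 replicate 2 and 562 without clone A1 replicate 3.
The union of the genes past the study's threshold in either clone held 373 genes. Over these genes, with log2 CPM standardized per gene, the mean Euclidean distance was 30.8 between the clones, 21.8 between clone A1 and WT and 36.4 between clone A2 and WT. The distance between the clones was 1.11 times the distance to WT averaged over the 5 KO libraries, in which clone A1 weighs more with 3 libraries. The SD of the distances between pairs of clone A1 and clone A2 libraries was 0.277 of that mean distance to WT. These pairs share libraries, and the spread of the distance to WT is not included. The union was chosen by difference from WT, which lengthens distances to WT, and the ratio was 1.09 over all 13920 genes. Complete-linkage clustering placed clone A1 replicate 1 with the 3 WT libraries and the other 4 KO libraries together. With average linkage, with the replicate block (ratio 1.10) and without WT replicate 1, all clone A1 libraries instead clustered with WT and clone A2 stood apart. Without clone A1 replicate 1 the ratio was 0.816, and the KO libraries formed one cluster and the WT libraries the other. It was 0.874 with 1 minus Pearson correlation as the distance and 0.878 in experiments 15 and 16 alone, where clone A1 still clustered with WT. Across genes, which are not independent replicates, the log2 fold changes of the clones had a Pearson r of 0.466 and a Spearman rho of 0.441. Clones simulated without any change, against simulated WT libraries that both clones shared, gave a Pearson r of 0.422 to 0.472 and a Spearman rho of 0.398 to 0.430 in 20 simulations. All simulated libraries, WT included, were drawn independently of experiment. The observed r lay within this range and rho above it. WT and clone A1 libraries of one experiment deviated together (correlations of 0.565, 0.432 and 0.378 across genes). The range alone therefore does not decide whether the clones share changes. With the replicate block r was 0.415 and rho 0.362, and without clone A1 replicate 3 they were 0.245 and 0.198. They were higher without clone A1 replicate 1 (0.607 and 0.589) and in experiments 15 and 16 alone (0.534 and 0.494). Against separate WT libraries r was 0.307 and 0.312 when both came from experiments 15 and 16. It was -0.0656 and -0.0604 when clone A1 was compared with WT of experiment 0. No clones were simulated for these settings.

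**Figure D2:**
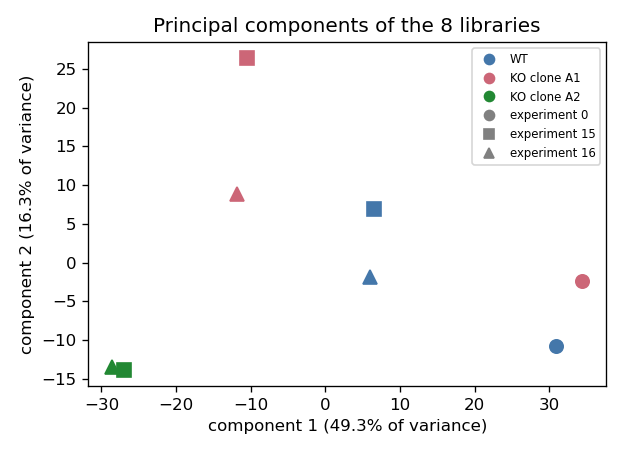
Principal components 1 (horizontal axis, 49.3% of the variance) and 2 (vertical axis, 16.3%) of log2 CPM over all genes in the 8 libraries, without units. Colours mark the groups and shapes the experiments. Clone A1 replicate 1 (34.43) lies beside WT replicate 1 (30.91) on component 1, and the clone A2 libraries lie at -27.01 and -28.59.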

Hierarchical clustering of wild-type and SAMHD1-KO cell clones using the union of all differentially expressed genes (DEGs) revealed distinct genetic signatures among them, while distinct knock-out clones presented more similar signatures, compared to wild-type (**Figure 1C**). To identify pathways specifically affected by the downregulation of SAMHD1 in breast cancer cells, we performed gene-set enrichment analysis (GSEA) using the Reactome gene-sets (**Figure 1D**). Overall, SAMHD1 knockout induced a global downregulation of several signalling pathways, especially at transcription and RNA processing level. 

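The Reactome sets were not used here, and the study's cut-off for them was less strict than the 0.05 used here for lists. A list that lost its call at 0.05 could therefore still pass a cut-off like the study's. Hand-written lists of genes, 10 in all, stood for the themes of Figure 1D and were tested against all tested genes with limma's camera at a preset correlation between genes of 0.01. Benjamini-Hochberg adjustment was over the 10 lists, and medians of log2 fold changes are given relative to the median of all tested genes. In both clones against WT, the pre-mRNA splicing list (111 genes) had a median log2 fold change of -0.034 and an adjusted p of 0.0491. The list of mRNA 3' end processing and export (65 genes) had a median of -0.032 and an adjusted p of 0.0370, and the RNA polymerase II transcription list (92 genes) a median of -0.030 and an adjusted p of 0.148. Of their genes, 77, 45 and 58 were below 0. The list of cytosolic ribosomal proteins (74 genes), added for comparison, had a median of -0.11 and an adjusted p of 2.73e-05, and the glycosylation list (74 genes) a median of -0.0048 and an adjusted p of 0.990. None of these calls held under fry or with the correlation estimated from the data, where the adjusted p was 0.335 and 0.508 for 3' end processing and export, 0.407 and 0.508 for splicing, and 0.474 and 0.508 for ribosomal proteins. With the replicate block, the adjusted p was 0.0573 for 3' end processing and export and 0.0749 for splicing. Splicing and 3' end processing and export also lost their calls without clone A1 replicate 1 (0.109 and 0.0749), clone A2 replicate 1 (0.260 and 0.150), WT replicate 1 (0.228 for both) or WT replicate 3 (0.0967 and 0.0845). Ribosomal proteins lost theirs without clone A2 replicate 1 (0.0722) or WT replicate 1 (0.228). Pre-ranked enrichment by DESeq2's Wald statistic gave an adjusted p of 0.0248 for RNA polymerase II transcription. Over all alternatives the adjusted p ranged from 0.00851 to 0.508 for both of the first lists, from 0.0248 to 0.892 for RNA polymerase II transcription, and from 7.06e-10 to 0.508 for ribosomal proteins.
Each clone was also compared with WT alone. In clone A1, without the replicate block, the adjusted p was 0.179 for splicing and 0.179 for 3' end processing and export. It was 0.179 for RNA polymerase II transcription and 0.788 for ribosomal proteins. In clone A2 it was 0.0660 for splicing, 0.0330 for 3' end processing and export (0.0912 with the replicate block, 0.0693 without clone A1 replicate 1 and 0.0918 without WT replicate 1), 0.335 for RNA polymerase II transcription and 1.52e-14 for ribosomal proteins. The call for ribosomal proteins in clone A2 did not hold under fry or with an estimated correlation. Between clones A2 and A1, the difference itself had an adjusted p of 2.50e-17 for ribosomal proteins, which did not hold in those tests either. It was 0.20 for 3' end processing and export. Of the 65 genes for 3' end processing and export, 7 lie on chromosomes 19 and 22, with a median log2 fold change of -0.53 in clone A2 against -0.018 for the rest.

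**Figure D3:**
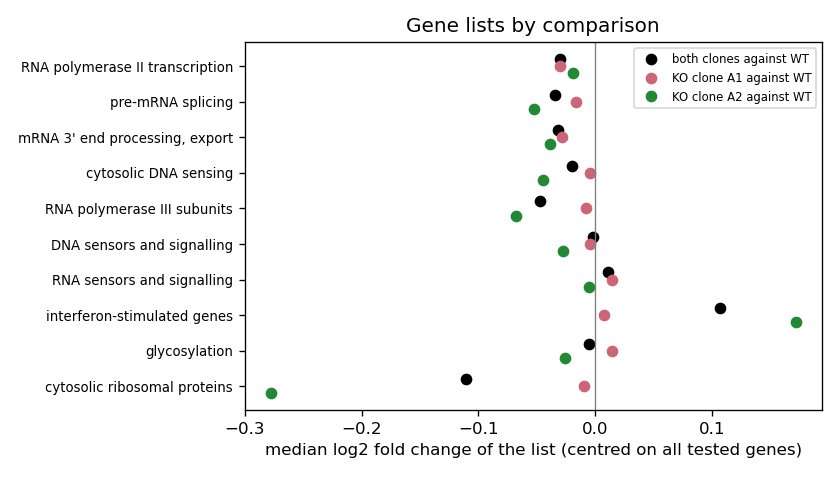
Median log2 fold change of each gene list relative to all tested genes (horizontal axis), by list (vertical axis), for both clones together and for each clone against WT. The ribosomal protein list is at -0.28 in clone A2 and -0.0097 in clone A1, and the splicing list at -0.052 and -0.016.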

More interestingly, downregulation of the cytosolic sensors of pathogen associated molecular patterns (PAMPs) was also observed in SAMHD1-KO cells, suggesting that downregulation of SAMHD1 may influence immune signalling and response *in vitro* (**Figures 1D, E**). 

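The list for cytosolic DNA sensing held 52 tested genes, 32 of them below 0 in both clones against WT. Its median log2 fold change was -0.020 relative to all tested genes, with an adjusted p of 0.291 from limma's camera. Over its alternatives the adjusted p ranged from 0.0426, for pre-ranked enrichment by DESeq2's Wald statistic, to 0.509. The 34 genes for DNA sensors and their signalling had a median of -0.0019 (adjusted p = 0.333 from camera), and the 18 RNA polymerase III subunits a median of -0.047 (adjusted p = 0.333). The RNA sensors and their signalling (37 genes) had a median of 0.011 (adjusted p = 0.333), and the interferon-stimulated genes (45 genes) a median of 0.11 (adjusted p = 0.257). Experiments 15 and 16 alone gave an adjusted p of 0.0290 for the interferon-stimulated genes, which were higher in KO, within a range of 0.0290 to 0.508 over the alternatives. No gene of the DNA sensing list passed 0.05 in both clones against WT, either adjusted over the list alone or over all tested genes, and 5 had an unadjusted p under 0.05.
In clone A1 the DNA sensing list had an adjusted p of 0.788, in the fit without the replicate block. In clone A2 it had a median of -0.044 and an adjusted p of 0.0330, or 0.0912 with the replicate block, 0.0777 without clone A1 replicate 1, 0.0518 without WT replicate 1 and 0.0647 without WT replicate 2, within a range of 0.0184 to 0.429 over the alternatives. The difference between the clones had an adjusted p of 0.0537. In clone A2, 7 genes of this list passed 0.05 adjusted over the list alone and 5 adjusted over all tested genes. The list has 7 members on chromosomes 19 and 22, with a median log2 fold change of -0.58 in clone A2, against -0.023 for the other 45 members. From the lower enrichment score of this Reactome set in SAMHD1-KO cells (Figures 1D, E), the paper proposes that lower SAMHD1 may affect immune signalling and response in vitro.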

Although transcriptomic data may vary between cell types, our results in breast cancer cells are also in accordance with previous transcriptomic data from monocytic cells where SAMHD1-KO clones showed dysregulation of several immune signalling pathways, such as RIG-I like receptors, IFN and cytokine signalling pathways (18) and thus, prompted the evaluation of similar pathways in ovarian cancer models.

Considering the key role of SAMHD1 in the induction of IFN-mediated immune activation derived from its role in DNA damage repair (16, 19), together with reported deficiencies in nucleic acid sensing and subsequent loss of innate immune activation in ovarian cancer (20), we focused our attention on innate immune response and cytosolic pattern recognition receptors (PRRs). First, we evaluated changes in the most common RNA and DNA PRR (**Figure 2A**). Interestingly, significant upregulation of both RNA sensors RIG-I, encoded by the *DDX58* gene and MDA5, encoded by the *IFIH1* gene was observed in siSAMHD1 cells, whereas DNA sensors cGAS (*MB21D1*) and STING (*TMEM173*) expression did not change upon SAMHD1 downregulation (**Figure 2A**). In addition, when ovarian cancer cells were exposed to LPS, known to recognize and activate TLR, or Poly(I:C), known to activate the cytosolic RNA helicases as RIG-I and MDA-5 (21), induction of IFN-stimulated genes (ISG) was only observed with poly(I:C) treatment, further supporting the more prominent role of RNA sensors in IFN-mediated response in ovarian cancer cells (**Supplementary Figure 2**). Then, we evaluated a comprehensive set of 28 cytokine associated genes included in the commercial TaqMan Human Cytokine Network array, finding significant transcriptional changes associated to SAMHD1 depletion in *IFNA7*, *IFNB1*, *IL16*, *IL18*, *IL4*, *IL6*, *IL8*, *LTA* and *TNF* (**Figure 2B**). These findings were confirmed in independent experiments, indicating an increased IFN-induced signalling upon SAMHD1 downregulation (*IL6 p*=0.0259, *IL8 p*=0.0173 and *TNF p*=0.023, respectively) (**Figure 2C**, upper panel). Interestingly, further evaluation of additional innate immune activation pathways showed similar results, i.e., expression of IFN-stimulated genes (ISG) as *CXCL10* (*p*=0.0327) and *ISG15* were also upregulated in SAMHD1-depleted cells (**Figure 2C**, bottom panel) and SAMHD1 knockdown also induced increased protein expression of the PRR, MDA5 and RIG-I, IRF7 transcription factor and IFN-induced transmembrane protein IFITM2 as well as enhanced phosphorylation of STAT1 (**Figure 2D**), all suggestive of enhanced IFN-mediated inflammation.

**Figure 2:**
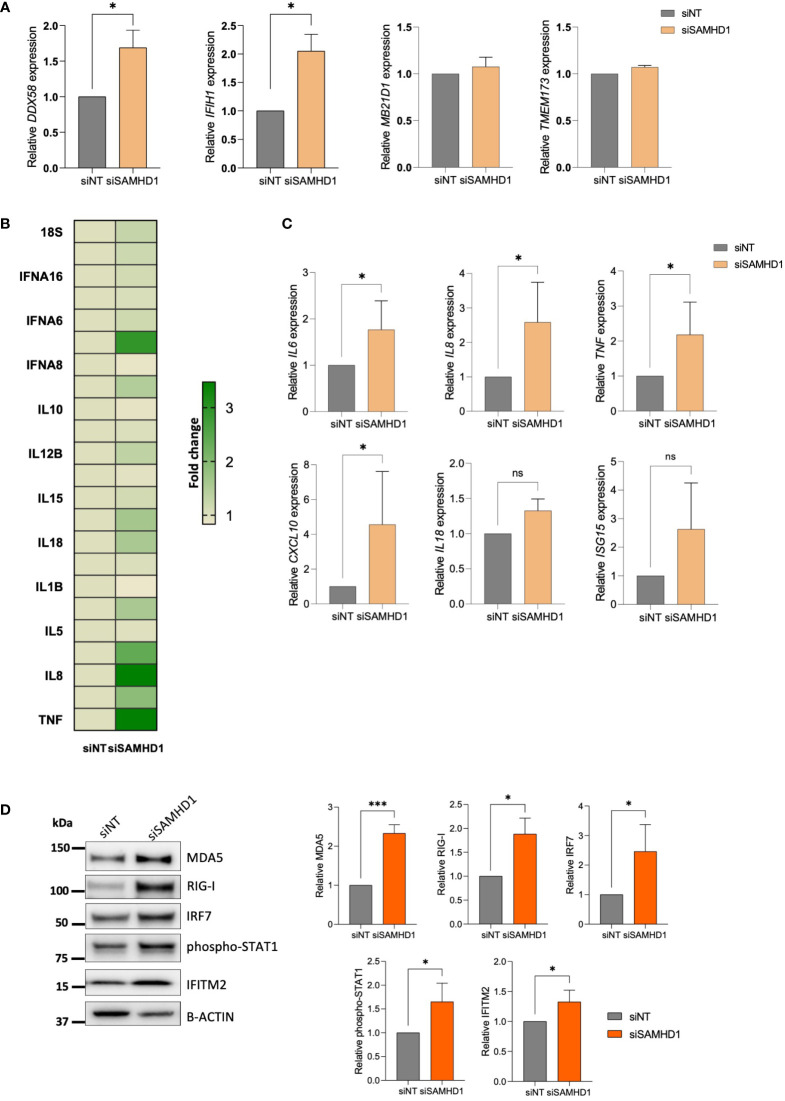
SAMHD1 knockdown modulates RLR (RIG-I like receptor) expression and innate immune signaling. **(A)** Gene expression of DNA sensors (*MB21D1* encoding cGAS protein, *TMEM173* encoding STING protein) and RNA sensors (*DDX58* encoding RIG-I protein, *IFIH1* encoding MDA5 protein), upon SAMHD1 knock-down. **(B)** SAMHD1 knockdown induces proinflammatory cytokine expression. Heatmap showing fold change increase expression in siSAMHD1 cells compared to non-targeting control, evaluated using the TaqMan Human Cytokine Network array. **(C)** Gene expression of distinct IFN-stimulated genes (ISG) in SAMHD1 knockdown cells. Increased *IL6*, *IL8*, *TNF*, *IL18*, *CXCL10* and *ISG15* expression upon SAMHD1 depletion was confirmed in additional experiments. **(D)** Representative western blot (left) and quantification (right) showing increased protein expression of distinct IFN-stimulated proteins in SAMHD1 knockdown cells. Protein expression of RNA sensors MDA5 and RIG-I, transcription factor IRF7, phosphorylation of STAT1 and IFITM2 was determined by western blot. Mean +/- SD of at least three independent experiments is shown. *p<0.05; ***p<0.0001. siNT, non-targeting siRNA used as control; siSAMHD1, siRNA specifically targeting SAMHD1. ns, non-significant.

In view of these findings, the role of SAMHD1 was also evaluated in a cohort of 22 ovarian cancer patients, previously described (11). Median age at diagnosis was 63.00 years (min-max 51-82 years), the most frequent histology was high-grade serous subtype (n=17, 77.3%), and 4 patients were known to harbour germline pathologic *BRCA1/2* mutations (18.2%, all of them with high-grade serous histology). Median progression free survival (PFS) and median overall survival (OS) of the whole sample were 16.00 months (95% CI 5.66-26.34), and 66.00 months (95% CI 33.03-98.96), respectively (**Table 1**). SAMHD1 expression was re-evaluated by immunohistochemistry in ovarian cancer archival biopsies (**Figure 3A**), that were classified as SAMHD1 positive or negative depending on the percentage of SAMHD1 stained tumoral cells [positivity was arbitrarily defined as those with cellular positivity ≥25%, based on previous reported thresholds (11)]. As previously reported, SAMHD1 positivity correlated with high-grade serous histology (*p*=0.007), but not with *BRCA1/2* status (*p*=0.144). More importantly, SAMHD1 expression showed a statistically significant effect on survival outcomes. Median progression free survival (PFS) of the SAMHD1-high expression subgroup was statistically significantly shorter than those of the SAMHD1-low expression subgroup (15.00 [95% CI 9.95-20.05] *vs.* 52.00 [95% CI 0.00-123.86], *p*=0.010) (**Figure 3B**, upper panel). Median overall survival (OS) of the SAMHD1-high expression subgroup was also shorter than those of the SAMHD1-low expression subgroup (62.00 [95% CI 26.83-97.17] *vs.* 157.00 [95% CI 0.00-343.66], *p* 0.040) (**Figure 3B**, bottom panels). Hazard ratio for PFS was 4.54 (95% CI 1.27-16.23, *p*=0.020), and hazard ratio for OS was 3.564 (95% CI 0.99-12.56, *p*=0.052), favouring the low-expression subgroup. These differences remained statistically significant when individually analysing the *BRCA* wild type or unknown subgroup (**Figure 3B**, lower panel).

**Table 1:** Baseline characteristics of the clinical sample and survival outcomes.

	Descriptive statistics (%)	Median PFS (months, 95%CI)	*p-value*	Median OS (months, 95%CI)	*p-value*
**Age at diagnosis** (years)	63 (51-82 years)	NA		NA	–
**Histologic subtype**			0.040		0.144
High grade serous Others*	17 (77.30%) 5 (22.70%)	16.00 (13.02-18.98) 52.00 (0.00-112.12)		66.00 (37.59-94.40) 157.00 (0-359.77)	
**BRCA status**			0.372		0.857
Mut** Wild type/UK***	4 (18.20%) 18 (81.80%)	12.00 (4.16-19.84) 23.00 (6.37-39.63)		113.00 (0-238.75) 62.00 (34.97-89.03)	
**SAMHD1**			0.010		0.040
<25 >25	7 (31.80%) 15 (68.20%)	52.00 (0.00-123.86) 15.00 (9.95-20.05)		157.00 (0.00-343.66) 62.00 (26.83-97.17)	
**Total**	22	16.00 (5.66-26.34)		66.00 (33.03-98.96)	–

*4 clear cells and 1 low grade serous tumour; **Pathologically mutated; *** UK, unknown. NA, not-applicable.

**Figure 3:**
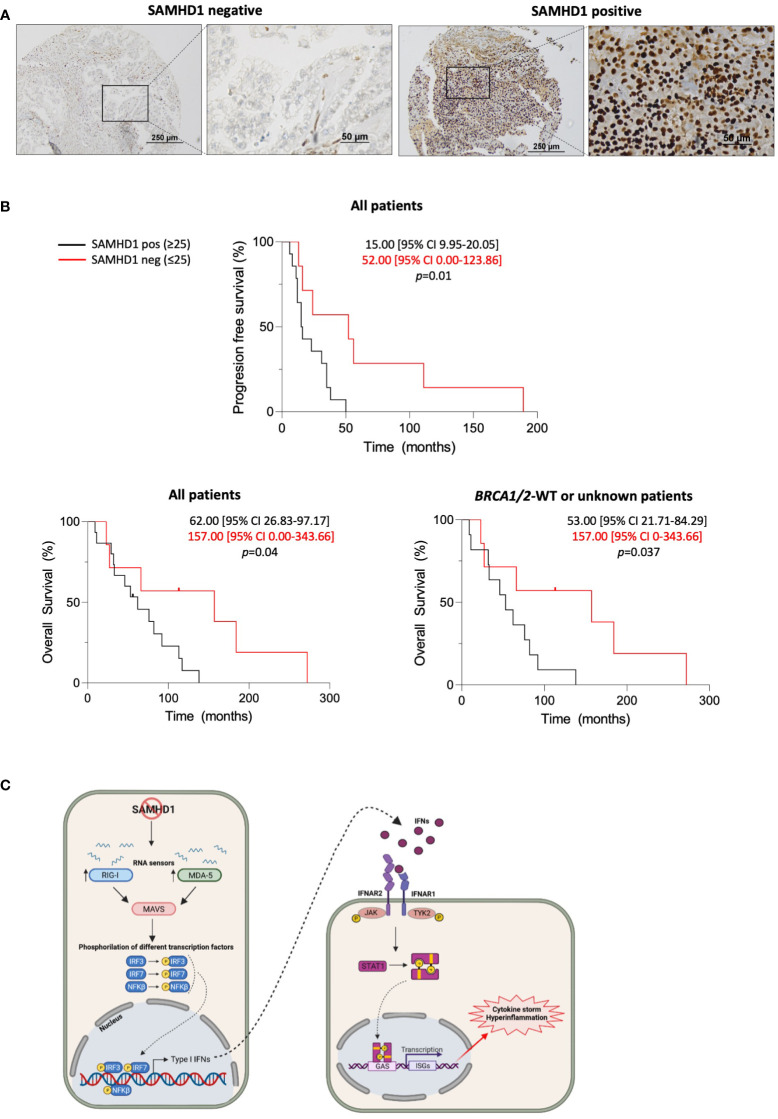
SAMHD1 expression is a prognostic factor in ovarian cancer patients. **(A)** Representative microscopy images of SAMHD1 expression in paraffin-embedded ovarian tumour biopsies. Images on the left represent SAMHD1-low expressing tumours and on the right positive expressing tumours. SAMHD1 expression was evaluated by immunohistochemistry in tumour samples. High expression of SAMHD1 observed in lymphocytic cells infiltrating in the tumours was used as a positive control of immunohistochemistry for negative or low expressing biopsies. **(B)** Kaplan-Meier curves of progression-free survival (PFS, top) and overall survival (OS, bottom) stratified according to SAMHD1 status, i.e, SAMHD1-low (SAMHD1 expression below 25% in cancer cells, red lines) or SAMHD1-high (SAMHD1 expression equal or above 25%, black lines). Median survival times with 95% CI of both groups are shown. Log rank test was used to test the significance and censored patients are indicated by a vertical line. **(C)** Working model of the innate immune signalling pathways triggered by the absence or the low expression of SAMHD1 in ovarian cancer. Low SAMHD1 expression induces increased levels of distinct IFN-stimulated genes in ovarian cancer cells, subsequently leading to increased antitumoral immunity and better prognosis in patients. Abbreviations are as follows: MDA5, melanoma differentiation-associated protein 5; RIG-I, retinoic acid-inducible gene-I; IFN, interferon; IFNAR, interferon a/b receptor 1; JAK, Janus kinase 1; TYK2, tyrosine kinase 2; STAT, signal transducer and activator of transcription; P, phosphoryl group; ISG, interferon-stimulated genes; IL6, Interleukin 6; IL8, Interleukin 8; TNF, Tumour Necrosis Factor; CXCL10, C-X-C motif chemokine ligand 10. Created with BioRender.

The contribution of the observed differences in PFS and OS depending on SAMHD1 expression might be partially affected by previous platinum-based chemotherapy which was common to all patient cohort. However, *in vitro* exposure to carboplatin did not induce a differential response in SAMHD1 knock-down cells, compared to non-targeting control (**Supplementary Figure 3**), suggesting that SAMHD1 expression might be the main contributor to the observed correlation with low-SAMHD1 and better survival outcomes.

Overall, clinical data allowed us to propose SAMHD1 as a prognostic marker in ovarian cancer, whose function might putatively induce antitumoral innate immune response, as demonstrated *in vitro* in cell lines (**Figure 3C**). Interestingly, exploring the ovarian cancer proteome using TCGA transcriptomics data obtained from Human Protein Atlas database (www.proteinatlas.org) (22), we observed that high expression of several innate immune activation hallmark genes was associated to improved ovarian cancer survival, supporting the idea that upregulation of innate immune response is linked to better prognosis in ovarian cancer, a mechanism that is regulated by SAMHD1, as demonstrated *in vitro* (**Supplementary Figure 4**).

## Discussion

Ovarian cancer (OC) is the third most diagnosed gynaecologic cancer in Europe (23). However, despite the recent advances in surgery and chemotherapy, it remains the most lethal gynaecologic cancer. In this context, a better understanding of the induction and modulation of the anti-tumor innate immunity is key to develop new therapies. Here, we provide evidence of the involvement of SAMHD1 in the induction and modulation of anti-tumoral immunity in ovarian cancer.

Our evaluation of innate immune activation pathways revealed an increased IFN-induced signalling upon SAMHD1 downregulation, concomitant with an upregulation of MDA5 and RIG-I RNA sensors. Indeed, in agreement with our data, SAMHD1-deficiency and subsequent accumulation of endogenous RNA substrates is a cause of type I interferonopathies, characterized by an upregulation of distinct IFN-stimulated genes (ISGs) (20, 24). Moreover, it has also been shown that chronic interferon response in SAMHD1-KO mice was driven by the MDA5 pathway in close concordance with our data in ovarian cancer cells (25) and further supporting the idea that SAMHD1 depletion is able to enhance innate immune activation and inflammation in cancer cells, a process that might have an important impact on ovarian cancer clinical outcome. In view of the promising pre-clinical data, we evaluated the role of SAMHD1 in 22 ovarian cancer patients. Interestingly, SAMHD1 expression was significantly associated with tumor histology, being high-grade serous histology ovarian tumors those presenting the highest proportion of SAMHD1, as previously reported in other cancer types (11). Although no significant association between SAMHD1 and *BRCA1/2* status was found, all *BRCA1/2* mutated patients showed high expression of SAMHD1, suggesting a correlation between these two variables. In this sense, it has been described that unprotected stalled replication forks in SAMHD1-deficient cells can produce cytoplasmic DNA (26), which could mimic DNA fragments generated from stalled replication forks in *BRCA1/2*-mutant cells during the S-phase or DNA damage repair. Thus, high expression of SAMHD1 could represent a compensatory mechanism in response to the inflammatory response associated with the release of cytosolic DNA as a consequence of defective DNA repair secondary to *BRCA1/2* mutations. More interestingly, SAMHD1 positivity was significantly associated with poorer prognostic clinical outcomes, including decreased median progression free survival (PFS) and median overall survival (OS). Overall, clinical data allow us to propose SAMHD1 as a prognostic marker in ovarian cancer, whose function might putatively induce antitumoral proinflammatory innate immune response, as demonstrated *in vitro* in cell lines. Interestingly, exploring the ovarian cancer proteome using TCGA transcriptomics data obtained from Human Protein Atlas database (www.proteinatlas.org) (22), we observed that high expression of several innate immune activation hallmark genes was associated to improved ovarian cancer survival, supporting the idea that upregulation of innate immune response is linked to better prognosis in ovarian cancer, a mechanism that is regulated by SAMHD1, as demonstrated *in vitro* (**Supplementary Figure 4**).

Although inflammation and cancer onset and progression are closely interrelated, in ovarian tissue, inflammation is a double-edge sword that has been associated with either tumour progression or suppression (27, 28), highlighting the importance of characterizing specific inflammatory pathways. Along the same line, increasing amounts of data are pointing towards the importance of nucleic acid-sensing pathways in cancer patients progression (29). In concordance with our data, several evidences indicate the capability of tumour cells to generate inflammatory factors, representing key signals that determine the cross-talk between tumour and immune cells and ultimately affect the mechanisms of immunosuppression by which tumour cells circumvent innate and adaptive immune responses (30). In our study, we show that depletion of SAMHD1 in ovarian cancer cells leads to upregulation of RNA helicases and also several IFN-stimulated genes, as cytokines and chemokines, suggesting an activation of innate immune signalling pathways that could trigger an inflammatory response in the tumour site (**Figure 2C**) and may ultimately affect patient prognosis. In fact, it has been largely described that some cytokines can act as potent chemoattractant for different cell subsets; for example, IL6 and IL8 are direct mediators of T cell migration (31, 32). Moreover, the presence of T cells in ovarian tumours has been associated with a survival advantage in distinct studies across diverse patient cohorts (33). However, whether tumoral cells are capable of effectively initiating an antitumoral IFN-mediated response *in vivo* remains to be characterized.

In conclusion, our data provides evidence of the involvement of SAMHD1 in ovarian cancer, as previously reported in other cancer types (11). Next steps should aim to validate these results in larger series, as well as prospectively explore the correlation between SAMHD1 expression, innate immune response, and inflammatory chemokines directly in ovarian cancer patients. Moreover, given that the activation of innate immunity in response to the inactivation of SAMHD1 described in this work, together with the described innate immune response triggered by BRCA1/2 abrogation (34), we suggest that TILs recruitment processes could be exploited to develop potential novel immunotherapy treatment.

## Data availability statement

The data presented in the study are deposited in the omnibus repository repository, accession number GSE215309. Other original contributions presented in the study are included in the article/**Supplementary Material**. Further inquiries can be directed to the corresponding authors.

## Ethics statement

The studies involving human participants were reviewed and approved by Hospital Germans Trias i Pujol. The patients/participants provided their written informed consent to participate in this study.

## Author contributions

LG-C and EF were responsible of all experimental tasks, including biological analysis in cell lines and immunohistochemistry of patient samples and manuscript drafting. IJE performed RNAseq data analysis. IT, AM-C and MR were responsible of patient selection, clinical data collection and clinical data analysis. AB-P and ER-M helped in obtaining experimental data, contributed to data analysis and were responsible of methodological set-up. BC was responsible of study conception and writing review. MR, MM and EB were responsible of formal analysis, writing and review. EB and MM had substantial contribution to the conception, conceptualization, formal analysis, manuscript writing and final review. All authors contributed to the article and approved the submitted version.

# Supplementary material for: SAMHD1 expression modulates innate immune activation and correlates with ovarian cancer prognosis
**Source:** Front Immunol. 2023 Feb 9;14:1112761. doi: 10.3389/fimmu.2023.1112761

Supplementary information

Supplementary Figure 1

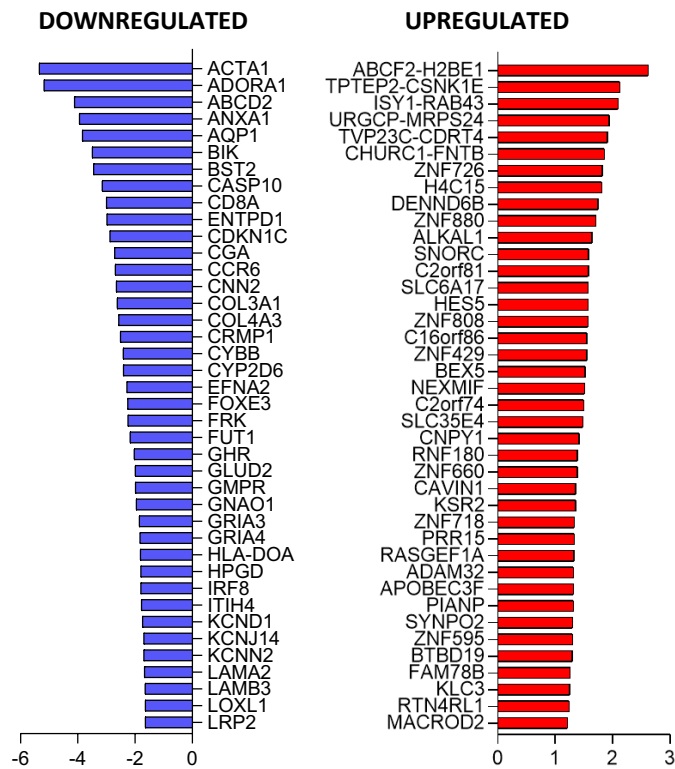

Supplementary figure 1. Bar plots of top 40 differentially enriched genes (DEG) for SAMHD1-KO breast cancer cells relative to SAMHD1-WT, based on Log2 gene expression (Log2FC) and  $p < 0.05$ . Significantly down- or up-regulated DEG are highlighted in blue or red, respectively.

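Log2 fold change is the base-2 logarithm of the ratio of expression in SAMHD1-KO to expression in WT, so that 1 is a doubling and -1 a halving. All 80 genes named in the bar plots were among those counted. In both clones against WT, 26 of the 40 genes in the panel of decreases had a log2 fold change below 0, and 21 of the 40 genes in the panel of increases had one above 0. Together, 47 of 80 (58.75%, 95% Wilson interval 47.8% to 68.9%, which treats genes as independent) had the sign of their panel. Across the genes of a panel, Spearman's rho between the bar length and the log2 fold change was -0.02 for decreases and -0.05 for increases. Of the 80 genes, 19 passed the study's threshold with both clones pooled against WT, 6 in clone A1 alone and 74 in clone A2 alone. None had an adjusted p under 0.05 with both clones pooled by edgeR's test, over all genes or adjusted over the list alone, and 33 had an unadjusted p under 0.05. In clone A2, 27 had an adjusted p under 0.05 over all genes and 76 adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries.
ACTA1, the first gene in the panel of decreases, was at 1.5 ± 0.432 CPM in WT (SD, n = 3) and 0.842 ± 0.388 CPM in KO (SD, n = 5), a log2 fold change of -0.85 (standard error 0.34, adjusted p = 0.64 from edgeR's test). BST2 was at 0.581 ± 0.0544 CPM in WT (SD, n = 3) and 0.236 ± 0.182 CPM in KO (SD, n = 5), a log2 fold change of -1.34 (standard error 0.54, adjusted p = 0.64). It had 3 and 4 counts in the clone A2 libraries, near the limit of detection. ABCD2 and CD8A, also in the panel of decreases, had log2 fold changes of 1.00 and 1.28. In the panel of increases, URGCP-MRPS24 had a log2 fold change of 1.35 and TVP23C-CDRT4 one of -3.32 (standard error 0.95, adjusted p = 0.64). TVP23C-CDRT4 had 6 counts in WT replicate 1 and 358 and 382 in WT replicates 2 and 3. Without clone A1 replicate 1, ACTA1 (-1.17), CD8A (1.44), TVP23C-CDRT4 (-3.76), ENTPD1 (-0.99) and H4C15 (1.17) passed the adjustment over all genes. TVP23C-CDRT4 also passed it in experiments 15 and 16 alone (-4.34, adjusted p = 0.027). Names with a hyphen such as these are transcripts that read through adjacent genes and share their sequence, and the histone H4C15 has near-identical copies, so their counts depend on how shared reads were assigned.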

## Supplementary Figure 2

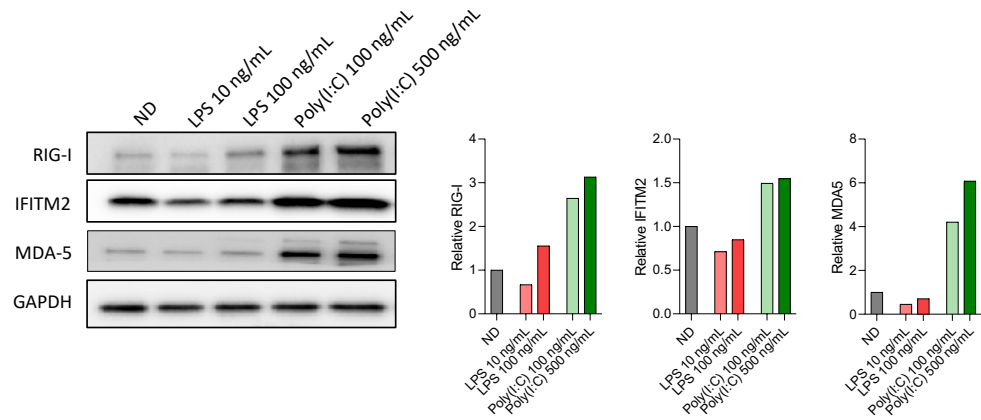

**Supplementary figure 2.** Expression of RNA sensors and ISG upon exposure to LPS and polyI:C in OVCAR cells. PolyI:C, but not LPS is reported to specifically activate the cytosolic RNA helicases retinoic acid-inducible protein I (RIG-I) and melanoma differentiation-associate gene 5 (MDA-5) (21). Indeed, in OVCAR cells, only polyI:C treatment, was able to induce expression of RNA sensors and IFN-stimulated genes as IFITM2, further supporting the role of RNA sensors in IFN-mediated response. A representative western blot and associated quantification is shown.

**Supplementary Figure 3**

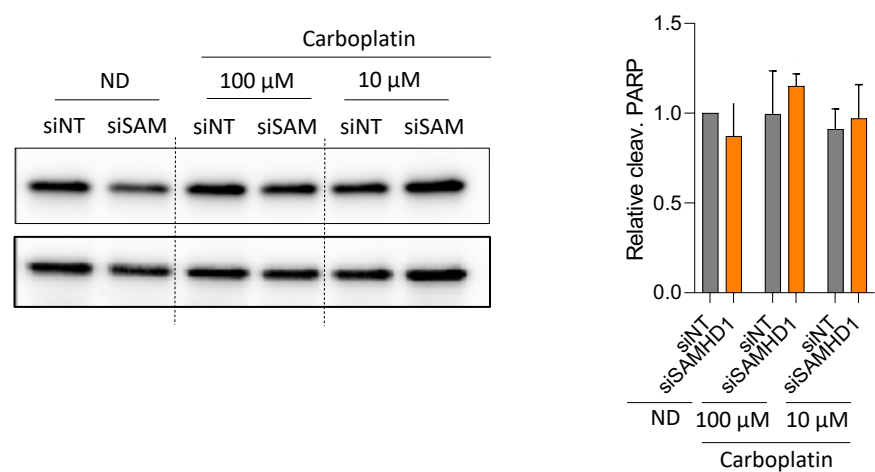

**Supplementary figure 3.** Carboplatin treatment did not differently impact expression of apoptotic markers in SAMHD1-depleted cells. Left, representative western blot analysis of PARP-cleaved expression upon carboplatin treatment in SAMHD1 wt (siNT) or depleted (siSAMHD1) cells; right, band quantification of western blot analysis. Bars represent mean  $\pm$  SD of three independent experiments.

## Supplementary Figure 4

**A. CXCL10**

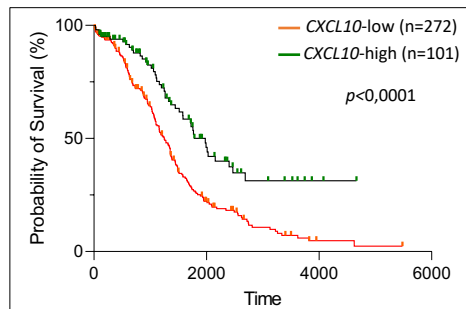

**B. ISG15**

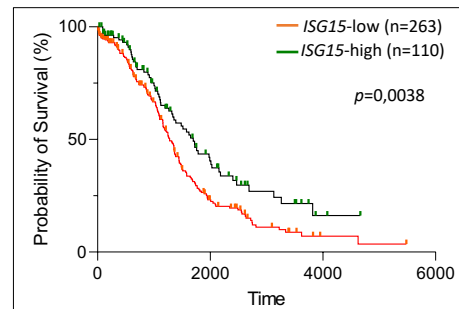

**C. MDA5 (IFIH1)**

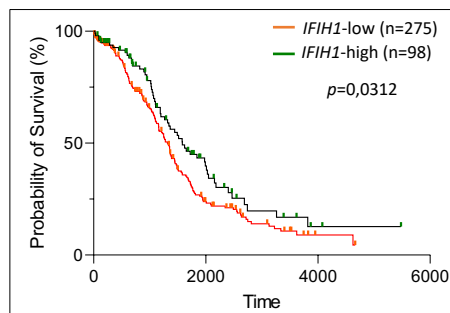

**D. RIG-I (DDX58)**

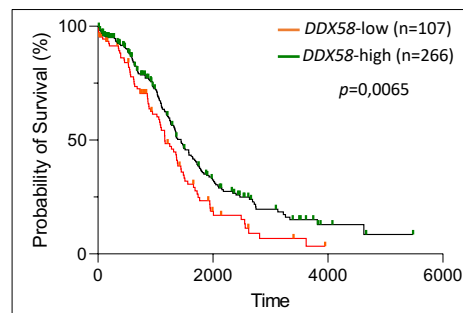

**Supplementary figure 4.** High expression of ISG whose expression is upregulated upon SAMHD1-depletion, is associated with improved ovarian cancer survival. Kaplan-Meier plots showing the correlation between mRNA expression of *CXCL10* (A), *ISG15* (B), *MDA5-IFIH1* (C) and *RIG-I-DDX58* (D) and ovarian cancer patient survival. Data was obtained from Human protein atlas (21) ([www.proteinatlas.org](http://www.proteinatlas.org)) and patients were stratified according to best expression cut-off in high (green) or low (orange) expression group. Log rank p-values were calculated from analysis of the correlation between mRNA expression levels and patient survival.

Full length western blot to Fig 1B

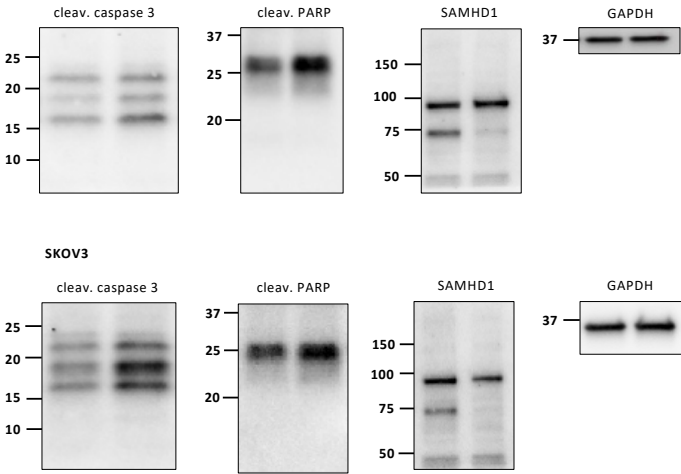

Full length western blot to Fig 2D

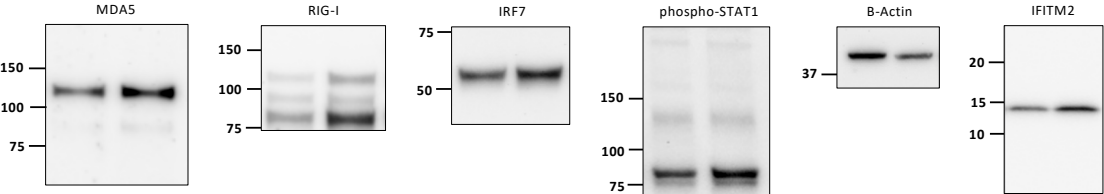

Full length western blot to Supplementary fig 1

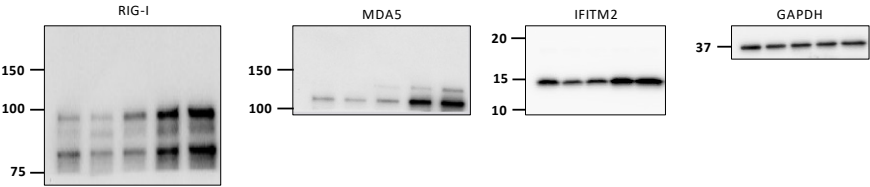

Full length western blot to Supplementary fig 2

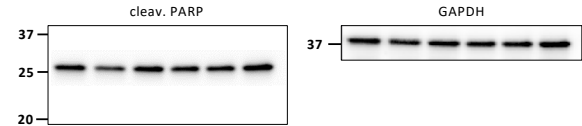

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

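Stranded mRNA libraries of T47D cells, an established breast cancer cell line, were sequenced in 3 groups: wild-type (WT, 3 libraries), SAMHD1-KO clone A1 (3 libraries) and SAMHD1-KO clone A2 (2 libraries). The authors aligned the reads with HISAT2 to GRCh38 with the NCBI annotation, counted reads per gene and deposited these read counts as one table, not normalized. The table has 13920 genes and 8 libraries, no count of 0 in any library and a lowest count of 1, in keeping with the filter described in the methods. The paper's text does not name the counting tool or its use of strand, so overlapping and antisense genes and near-identical copies are uncertain. Genes are named by NCBI gene ID, and 13871 IDs were matched to a symbol and 49 were not.

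Total counts per library ranged from 42866727 to 56877392. No replicates were counted as one library: the closest pair, the clone A2 libraries, differed by a chi-square of 11.2 per degree of freedom over genes, where sampling noise alone gives about 1.

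Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors from 0.975 to 1.04, glmQLFit and glmQLFTest, prior count 2 for log2 CPM) and Benjamini-Hochberg adjustment. Both clones together were compared with WT in a fit of 2 groups (common dispersion 0.0203), and each clone was compared with WT, and the clones with each other, in a fit of 3 groups that share the estimate of spread (common dispersion 0.0151). Genes were called at an adjusted p under 0.05, and separately at the study's threshold, an absolute log2 fold change above 1 with an unadjusted p under 0.05. The standard error of a log2 fold change is its size over the square root of the F statistic. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, with adjustment over the 10 lists. The lists were RNA polymerase II transcription, pre-mRNA splicing, mRNA 3' end processing and export, cytosolic DNA sensing with its parts (RNA polymerase III subunits, and DNA sensors with their signalling), RNA sensors with their signalling, interferon-stimulated genes, glycosylation and cytosolic ribosomal proteins. The list of DNA sensing as a whole contains the genes of its parts. DESeq2 1.42.0 and fgsea 1.28.0 (1000 permutations) were used for alternatives. Exact permutation tests, clustering and counts were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots with matplotlib 3.10.9.

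The main settings, the gene lists and the alternatives without another mention were fixed before the data were examined. The alternatives were RLE scaling, edgeR's filterByExpr, the experiment as a replicate block, experiments 15 and 16 alone, each library left out in turn, DESeq2's Wald test, the mean of both clones, other tests of gene lists, and other distances, genes and linkages for clustering. The genes named in the text are SAMHD1, the genes that the paper names, the 10 longest bars of each panel of Supplementary Figure 1, and the 5 largest increases and 5 largest decreases in both clones against WT. These last genes needed an adjusted p under 0.05, a mean of at least 1 CPM, the same direction in both clones and no overlap between KO and WT libraries. No gene qualified under the last part of this rule. Some results for single genes are not reported.

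The labels give the experiment of each library, and WT and clone A1 libraries of one experiment deviated together. The deviations from the group mean correlated at 0.565, 0.432 and 0.378 across genes for the WT and clone A1 libraries of experiments 0, 15 and 16. Clone A2 showed little of this: its correlations with the other libraries of the same experiment were 0.0518 and 0.127 for WT and 0.00686 and 0.122 for clone A1. The common dispersion fell to 0.00473 in the fit of 3 groups with the replicate block, in which 2231 genes had an adjusted p under 0.05 in clone A2 against WT.

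Gene positions came from GENCODE release 44 on GRCh38. The median log2 fold change of each chromosome was centred on all tested genes. The product of the centred log2 fold changes of neighbouring genes, and of genes 20 apart, was compared with 1000 shuffles of the gene order. Transcript GC content and length were known for 13699 genes, and a linear trend with both was removed for one check.

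The methods were tested on simulated counts drawn from these libraries, with 200 genes changed by factors of 2 and 4. Of these genes, 88.5% were called in both clones against WT, with 7.54% of calls false, and 87% in each clone against WT. The simulated libraries were drawn independently, with the spread of the fit of 3 groups and the same changes in both clones. Apart from the shift on chromosome 22 named below, they had no differences between clones. They also had no deviations shared within an experiment, so these shares do not carry over to the real comparisons. Of 9 gene lists without a shift, 1 was called by camera. This is a single run, and some of these lists share genes with the shifted list, so it gives no rate of false calls. A shift of -0.5 on the log2 scale put on chromosome 22 was recovered as -0.486. In simulated counts without change, neighbouring genes had a shuffle p of 0.031 and genes 20 apart one of 0.24, so distances of 20 genes are the safer measure.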

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

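The tests of mislabelling, of mixed cells, of chromosome 22, of the libraries of experiment 0 and of the ribosomal protein list were chosen only after the result was seen.

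Clone A1 replicate 1 stood apart from the other KO libraries. On the first principal component its gap to the nearest KO library was 0.712 of the whole range of the 5 KO libraries, at a critical value of 0.71. For the level of IFIH1 this ratio was 0.82 (0.233 CPM from 10 counts, against 1.01 to 1.37 CPM in the other KO libraries, with the ratio taken on log2 CPM, while on CPM itself it lies below the critical value), and for the median of chromosome 1 it was 0.803, a shift of 0.039 in this library against -0.038 to -0.023 in the others. In all, 39 sets of 5 values were compared and 4 exceeded the critical value, where chance gives 1.95. The library resembled WT replicate 1, which comes from the same experiment. A WT library under the wrong label is argued against by SAMHD1, at 37.0 CPM against 91.1 to 94.5 CPM in WT. A clone A2 library under the wrong label is argued against by chromosome 22, with a median of 0.10 relative to WT replicate 1 where the clone A2 libraries had -0.60 and -0.50. A mixture of clone A1 and WT cells would carry the other differences of clone A1 in the share that SAMHD1 gives, 68.0%. In experiments 15 and 16, 37 genes differed by more than 2-fold between clone A1 and WT. They carried a median of 3.2% of that difference in experiment 0 (bootstrap interval -7.57% to 24.3%). The 20 genes lower in clone A1, the direction of SAMHD1, carried 23.5% (-9.11% to 46.1%). The 17 higher genes carried -5.0% (-8.73% to 7.52%). All of these intervals lie below 68.0%. This argues against a mixture, although genes picked for a large difference elsewhere are expected to show less of it. A difference between experiments remains open and has evidence for it: the change from experiments 15 and 16 to experiment 0 correlated at 0.565 across genes between WT and clone A1. Without this library, 721 genes in place of 0 had an adjusted p under 0.05 in both clones against WT.

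The change of experiment 0 followed the chromosomes. In WT alone, the mean product of changes of genes 20 apart was 0.0103, above the highest of 1000 shuffles of gene order at 0.00366. A candidate explanation is a difference in copy number between the cultures. A trend with GC content and transcript length is argued against as the whole cause, since the mean product was 0.00809 once the trend was removed, above the highest shuffle at 0.00331. Clusters of genes that are regulated together over such distances were not tested. WT and clone A1 have only 1 library each of experiment 0 and clone A2 has none, so culture and library preparation were not separated.

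The median of chromosome 17 in clone A1 replicate 2 was 0.060, against -0.015 to -0.0011 in the other KO libraries, a ratio of 0.819. WT replicate 2, of the same experiment, had the highest median of the WT libraries at 0.020. Given that chance gives 1.95 such cases among 39, no explanation was tested.

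Clones A2 and A1 differed from each other in 312 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test of the difference itself), in the median of chromosome 22, which was -0.61 lower in clone A2, and in the ribosomal protein list (adjusted p = 2.50e-17 from camera, 0.508 with an estimated correlation and 0.101 under fry). The count ranged from 163 without clone A1 replicate 2 to 562 without clone A1 replicate 3. Against WT, clone A2 had a median of -0.51 on chromosome 22 and 151 of its 280 lower genes there (53.9%, where 2.29% of tested genes lie there), and 39 lower genes on chromosome 19 (13.9%). With the replicate block, which gives more lower genes, chromosome 22 held 240 of 1305 (18.4%) and chromosome 19 held 289 (22.1%). The shift was alike for genes of low, middle and high expression (-0.52, -0.49 and -0.53). Neighbouring genes moved together, with a mean product of 0.0398 against a highest shuffle of 0.00470 (permutation p = 0.001, the smallest that the shuffles can give), and genes 20 apart had a mean product of 0.0198 in the fit with the replicate block, against a highest shuffle of 0.00365. GC content and length are argued against for chromosome 22: with the trend removed in the fit with the replicate block its median was -0.49, and chromosomes 16 and 17, with a median GC content of 55.5% and 54.7% against 56.7%, had medians of 0.14 and 0.022. Chromosome 19, with the highest GC content at 58.95%, was lower in that setting too, at -0.15 against -0.22 before the trend was removed, so a part of GC content in its shift is not excluded. The values of chromosome 22 are consistent with a copy-number difference of chromosome 22 between the clones, a hypothesis that DNA was not used here to test. The lower ribosomal protein list of clone A2 is not explained by chromosomes 19 and 22: without their genes its adjusted p was 3.46e-15 from camera. Whether it follows from the loss of SAMHD1, from differences between clones or from variation between libraries stays open. Clone A1 had a median of -0.0097 for this list, and the call in clone A2 did not hold under fry or with an estimated correlation. For both clones against WT, 30 of the 56 splits of the libraries gave as small an adjusted p for this list.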

How the results depend on the processing

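The alternatives with separate WT libraries, with genes on chromosomes other than 19 and 22 and with the trend with GC content and length removed, and DESeq2 on the clone A2 and WT libraries of experiments 15 and 16, were chosen only after the result was seen. Unless a sentence gives one, the cause of a change was not tested.

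RLE scaling and filterByExpr kept all counts of genes within 1.5 times. For both clones against WT, genes with an adjusted p under 0.05 numbered 33 in place of 0 in experiments 15 and 16 alone, 3 with DESeq2 and 0 with the replicate block (where 1687 genes had an unadjusted p under 0.05), and from 0 to 721 across the fits that each left out a library, with 721 without clone A1 replicate 1. Genes past the study's threshold numbered 137 in place of 78 in experiments 15 and 16, and from 39 (without WT replicate 1) to 214 (without clone A1 replicate 1). For clone A1, the adjusted count was 72 in place of 0 with the replicate block, 86 higher and 49 lower genes (1.4e2 together, rounded) in experiments 15 and 16, 9 with DESeq2 and from 0 to 79 with a library left out. The count at the study's threshold was 139 in place of 54 in experiments 15 and 16, 34 with DESeq2 and from 41 to 193. For clone A2, the adjusted count was 2231 in place of 319 with the replicate block, 1739 in experiments 15 and 16, 1375 with DESeq2 and from 83 (without WT replicate 2) to 2134 (without clone A1 replicate 1). The share of these genes that was higher in clone A2 was 12.2%, against 41.5% with the replicate block, 41.2% in experiments 15 and 16 and 33.7% with DESeq2. For clone A2 against A1, the count was 1570 in place of 312 with the replicate block, 567 in experiments 15 and 16, 894 with DESeq2 and from 163 to 562, with 33.3%, 19.6% and 22.0% higher in clone A2 in place of 9.29%. The common dispersion of the fit of 3 groups was 0.0151, against 0.00473 with the replicate block, 0.00647 in experiments 15 and 16 and 0.00930 without clone A1 replicate 1, but the counts did not follow the dispersion in every setting.

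Of the gene lists in both clones against WT, adjusted p-values of pre-mRNA splicing passed 0.05 in the main setting only narrowly. They were 0.508 with an estimated correlation, 0.407 under fry, 0.262 pre-ranked by log2 fold change, 0.0689 without chromosomes 19 and 22, 0.0505 with filterByExpr, 0.0749 with the replicate block, 0.225 in experiments 15 and 16 and 0.0506 for the mean of both clones, and 0.00851 to 0.260 with a library left out. For mRNA 3' end processing and export they were 0.508, 0.335 (fry), 0.0536 (pre-ranked by log2 fold change), 0.0689 (without chromosomes 19 and 22), 0.0573 (replicate block) and 0.140 (experiments 15 and 16), and 0.00851 to 0.228 with a library left out. For ribosomal proteins they were 0.508 with an estimated correlation and 0.474 under fry, and 7.06e-10 to 0.228 with a library left out (0.228 without WT replicate 1). Pre-ranked by DESeq2's Wald statistic, RNA polymerase II transcription (0.0248) and cytosolic DNA sensing (0.0426) passed 0.05, and the interferon-stimulated genes did in experiments 15 and 16 (0.0290). The glycosylation list reversed its direction without chromosomes 19 and 22 (0.846), for the mean of both clones (0.877) and with some libraries left out (0.661 to 1.00). Of 180 comparisons with all 10 lists, 146 kept their direction and side of the threshold, 26 lost and 3 gained significance and 5 reversed. Only splicing, 3' end processing and export and ribosomal proteins were called in the main setting, so all 26 losses fell on these lists. A list never called counts as unchanged wherever it stays uncalled in the same direction, so the 146 does not measure how stable the calls were.

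In clone A2, 3' end processing and export had adjusted p-values of 0.429 with an estimated correlation, 0.0689 under fry, 0.221 pre-ranked by log2 fold change, 0.270 without chromosomes 19 and 22, 0.0912 with the replicate block and 0.101 in experiments 15 and 16, and 0.0166 to 0.0918 with a library left out. Cytosolic DNA sensing had 0.429, 0.289 (pre-ranked by log2 fold change), 0.396 (without chromosomes 19 and 22), 0.0912 (replicate block) and 0.0981 (experiments 15 and 16), and 0.0327 to 0.0777 with a library left out. Ribosomal proteins had 0.429 with an estimated correlation and 0.103 under fry. By DESeq2's Wald statistic, splicing (0.0132) and DNA sensors with their signalling (0.0411) passed 0.05. With a library left out these lists ranged from 0.0288 to 0.133 and from 0.0479 to 0.127.

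The log2 fold change of SAMHD1 stayed between -2.05 and -1.68 in 13 alternatives, and between -2.04 and -1.68 with a library left out. It passed the adjustment only without clone A1 replicate 1. The distance between clones over that to WT reversed from above to below 1 with 1 minus Pearson correlation (0.874), in experiments 15 and 16 (0.878) and without clone A1 replicate 1 (0.816), and ranged to 1.39 with a library left out. The correlation of the clones' changes was 0.245 to 0.607 with a library left out. Against separate WT libraries it was 0.307 and 0.312 when both came from experiments 15 and 16, and -0.0656 and -0.0604 when clone A1 was compared with WT of experiment 0. The share of Supplementary Figure 1 genes with the sign of their panel was 52.5% in clone A1, in place of 58.75%, and unchanged in the other alternatives. The mean product of neighbouring genes in clone A2 was 0.0242 to 0.0375 in the alternatives, in place of 0.0398.

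Among single genes, CGAS reversed its sign with the replicate block (0.02), in experiments 15 and 16 (0.52) and with a library left out (-0.40 to 0.42), and STING1, at 0.00 in the main setting, took either sign with the replicate block (0.05), in experiments 15 and 16 (-0.01) and with a library left out (-0.11 to 0.10). With a library left out, ISG15 ranged from -0.17 to 0.02, CASP10 from -0.59 to 0.01 and CHURC1-FNTB from -0.51 to -0.00, so that each reached or crossed 0. Of 377 comparisons of named genes, 348 were the same, 22 reversed and 7 gained significance.

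The replicate block also put all clone A1 libraries with WT in clustering, at a ratio of distances of 1.10, and moved URGCP-MRPS24 (1.3) and H4C15 (0.70) further than an SD from their bars in Supplementary Figure 1. Genes with an unadjusted p under 0.05 in clone A1 numbered 2329 in place of 538 under the block. Counts at the study's threshold stayed within 1.5 times, such as 255 in place of 338 genes past the study's threshold in clone A2, and 15 in place of 19 named genes of Supplementary Figure 1 past it with both clones pooled. Testing without a filter gave no other value, since no gene has a count of 0. Leaving out a clone A2 library leaves 1, so no such values are given for clone A2 alone. Depth limits genes near the floor: CGAS had 6 to 20 counts per library and BST2 had 3 and 4 in clone A2.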

Differences from the paper's values

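DESeq2 on the clone A2 and WT libraries of experiments 15 and 16 was chosen only after the result was seen.

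The bars of Supplementary Figure 1 were read by eye, and 17 of the 20 longest differed from the log2 fold changes of both clones against WT by more than the SD across KO libraries, 7 of them in sign. In Supplementary Figure 1, the paper's bar was about -5.3 for ACTA1 against -0.85 here, about -5.2 for ADORA1 against -0.33, about -4.1 for ABCD2 against 1.00, about -3.9 for ANXA1 against -0.55 and about -3.8 for AQP1 against -0.64. It was about -3.5 for BIK against -0.66, about -3.4 for BST2 against -1.34, about -3.1 for CASP10 against -0.23, about -3.0 for CD8A against 1.28 and about -3.0 for ENTPD1 against -0.87. Among increases, it was about 2.6 for ABCF2-H2BK1 (named ABCF2-H2BE1 in the figure) against -1.17, about 2.1 for TPTEP2-CSNK1E against -0.84, about 2.1 for ISY1-RAB43 against 0.75, about 1.9 for TVP23C-CDRT4 against -3.32, about 1.8 for CHURC1-FNTB against -0.23, about 1.8 for ZNF726 against 0.66 and about 1.7 for DENND6B against -0.50. No change of log base brings these values together, since their signs and order differ.

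Of the alternatives set before the data were examined, none closed the gap for 16 of these genes. For ISY1-RAB43 the value fell within the SD of the paper's with the replicate block (0.98), in experiments 15 and 16 alone (1.48), and without clone A1 replicate 2 (0.99), clone A1 replicate 3 (0.93), clone A2 replicate 1 (0.91) or WT replicate 1 (1.72). In clone A2 alone against WT, BST2 (-3.16), ISY1-RAB43 (1.15) and ZNF726 (1.31) fell within the SD of the paper's bar. DESeq2 on the clone A2 and WT libraries of experiments 15 and 16, chosen after seeing the values, gave -3.16, 2.13 and 1.3 for these genes. In that setting the 40 largest decreases and the 40 largest increases, sorted by size, lay within 0.16 of the sorted bars, and all 80 named genes passed the study's threshold.

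The paper describes the knock-out clones as more alike in expression than either is to wild-type. Here the distance between the clones was 1.11 times that to WT averaged over KO libraries. The SD over pairs of clone A1 and clone A2 libraries was 0.277 on the same scale. The ratio was below 1 without clone A1 replicate 1 (0.816), with 1 minus Pearson correlation (0.874) and in experiments 15 and 16 (0.878). The paper reports cytosolic DNA sensors as lower in SAMHD1-KO cells. Here the adjusted p of the hand-written DNA sensing list, which is not the paper's Reactome set, was 0.291 in both clones against WT from camera. It passed 0.05 only when genes were pre-ranked by DESeq2's Wald statistic (0.0426), and in clone A2 alone (0.0330). The cut-off that the paper set for its sets, on FDR q-values from pre-ranked enrichment, was less strict than 0.05. The paper's methods give log2 fold change as the ranking value. The axis of the ranking metric in Figure 1E spans a wider range than the log2 fold changes here, so whether the Wald statistic is nearer to the setting of that figure stays open. The paper reports lower transcription pathways. Here RNA polymerase II transcription had an adjusted p of 0.148, and it passed 0.05 when pre-ranked by DESeq2's Wald statistic (0.0248).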

Other observations

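The tests of gene names and bar lengths of Supplementary Figure 1 against clone A2, of gene lists under other splits and of genes on chromosomes 19 and 22 were chosen only after the result was seen.

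In Supplementary Figure 1 the gene names follow NCBI gene ID, rising in the panel of decreases and falling in the panel of increases, in all 78 steps between neighbouring names. The bars follow their own lengths. Of 79 fits set beside the figure, the closest was DESeq2 on the clone A2 and WT libraries of experiments 15 and 16, with 214 genes past the study's threshold. All 80 named genes were among them, and 74 of the 80 were among the 40 lowest and 40 highest gene IDs of that list. The next closest fit gave 69. Sorted by size, the 40 largest decreases and 40 largest increases of that fit differed from the bars by at most 0.16. A candidate explanation is that names in order of gene ID were set beside values in order of size, both from a comparison of clone A2 with WT. The fit was picked as the best of many, so this remains a hypothesis.

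The samples were also split in other ways. Of the 56 splits of the 8 libraries into 5 and 3, 10 gave at least the 78 genes past the study's threshold of both clones against WT, and the highest, 257 genes, put both libraries of experiment 0 in the group of 3. The number of genes at the study's threshold with the replicate block was 67. Since WT and clone A1 libraries of one experiment deviate together, the real split was compared with the 18 that have 1 library of each experiment in the group of 3; it gave the most genes of these, and the next gave 60. The other splits place libraries of one experiment together. For clone A1 against WT, 3 of the 10 splits of 6 libraries gave at least 54 genes. Of the 4 splits that part every experiment the real one gave the most, with 37 in the next. These splits were fitted without the replicate block, and 3 libraries against 3 cannot give a share under 0.1. The splits therefore cannot tell chance apart here. With the replicate block, 72 genes in place of 0 had an adjusted p under 0.05 in clone A1 against WT. For gene lists in both clones, 11 of the 56 splits gave as small an adjusted p for 3' end processing and export, 16 for splicing and 30 for ribosomal proteins. Of the 18 splits with 1 library of each experiment in the group of 3, it was 3, 4 and 9.

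Some lower lists of clone A2 were carried by the genes of chromosomes 19 and 22. Without those genes the adjusted p from camera was 0.396 for cytosolic DNA sensing and 0.270 for 3' end processing and export, against 0.0330 for both with them. The members elsewhere had medians of -0.023 and -0.018, while the members on these chromosomes had medians of -0.58 and -0.53. Lower expression of chromosomes 19 and 22 in this clone may therefore account for both calls. Whether the lists also fell with the loss of SAMHD1 is not shown by clone A1, where the adjusted p was 0.788 and 0.179. These values come from the fit without the replicate block, and the lists of clone A1 are not given with it.

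It was asked whether the lower DNA sensing list of both clones came from RNA polymerase subunits shared with transcription lists. The DNA sensors with their signalling had an adjusted p of 0.333, as did the RNA polymerase III subunits, so neither part passed the threshold and the parts cannot be told apart. It was also asked whether clones would seem nearer each other only for genes chosen by their difference from WT. The ratio of distances was 1.09 over all tested genes and 1.11 over the chosen genes, so the clones were not nearer each other in either, and with no such pattern in the main setting the effect of choosing the genes cannot be told apart.

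The genes that the paper measured in ovarian cancer cells were also read in T47D cells. Of 18 genes, 9 were in the table. IL6, TNF, IL18, CXCL10, IFNA7, IFNB1, IL16, IL4 and LTA were not analysed here. No gene had an adjusted p under 0.05 in both clones by edgeR's test, over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05. RIGI was at 4.78 ± 0.507 CPM in WT (SD, n = 3) and 6.82 ± 1.86 CPM in KO (SD, n = 5), a log2 fold change of 0.52 (standard error 0.23, adjusted p = 0.64 from edgeR). It passed the adjustment without clone A1 replicate 1, at 0.65. In clone A2 its log2 fold change was 0.82 (adjusted p = 0.087 over all genes). RIGI was the 1 gene that passed 0.05 adjusted over the list alone there. ISG15 (-0.48, adjusted p = 0.18 over all genes) and STING1 (-0.40, adjusted p = 0.15) were lower in clone A2 by the same test. In clone A1 they were at 0.15 and 0.22, so their values for both clones combine different signs. In both clones against WT, IFIH1 had a log2 fold change of 0.68 (adjusted p = 0.68), IRF7 of 0.33, IFITM2 of 0.26, ISG15 of -0.08 and CXCL8 of -0.40. With a library left out, IFIH1 ranged from 0.44 to 1.05 and IRF7 from 0.10 to 0.52. IFITM2 ranged from 0.14 to 0.35 and CXCL8 from -0.62 to -0.16. CGAS (-0.08) and STING1 (0.00) had the other sign under some alternatives, such as the replicate block (0.02 and 0.05).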
